# The C/EBPβ antagonist peptide lucicebtide (ST101) induces macrophage polarization toward a pro-inflammatory phenotype and enhances anti-tumor immune responses

**DOI:** 10.3389/fimmu.2025.1522699

**Published:** 2025-03-04

**Authors:** Claudio Scuoppo, Rick Ramirez, Siok F. Leong, Mark Koester, Zachary F. Mattes, Karen Mendelson, Julia Diehl, Franco Abbate, Erin Gallagher, Lila Ghamsari, Abi Vainstein-Haras, Gene Merutka, Barry J. Kappel, Jim A. Rotolo

**Keywords:** C/EBPβ, lucicebtide, tumor associate macrophages (TAM), M2-type macrophage, anti-pd 1 immunotherapy, ST101

## Abstract

Immune-checkpoint inhibitors (ICIs) have shown unprecedented success in a subset of immunogenic tumors, however a host of patients with advanced solid tumors fail to respond well or at all to immunotherapy. Refractory tumors commonly display a tumor microenvironment (TME) rich in immunosuppressive macrophages (M2-like) that suppress adaptive immunity and promote tumor progression. The ability to reprogram macrophages in the TME into an immune-active state holds great promise for enhancing responses to ICIs. Lucicebtide (previously referred to as ST101) is a peptide antagonist of the transcription factor C/EBPβ, a key activator of the transcriptional program in immunosuppressive macrophages. Here we show that lucicebtide exposure reprograms human immunosuppressive M2-like macrophages to a pro-inflammatory M1-like phenotype, restores cytotoxic T cell activation in immunosuppressed co-culture assays *in vitro*, and further increases T-cell activity in M1-like/T cell co-cultures. In immunocompetent, macrophage-rich triple-negative breast and colorectal cancer models, lucicebtide induces repolarization of tumor-associated macrophages (TAMs) to a pro-inflammatory M1-like phenotype and suppresses tumor growth. Lucicebtide synergizes with anti-PD-1 therapy and overcomes resistance to checkpoint inhibition in anti-PD-1-refractory tumors, but *in vivo* responses are impaired by systemic macrophage depletion, indicating that macrophage reprogramming is integral to lucicebtide activity. These results identify lucicebtide as a novel immunomodulator that reprograms immunosuppressive macrophage populations to enhance anti-tumor activity and suggests its utility for combination strategies in cancers with poor response to ICIs.

## Introduction

Immune checkpoint inhibitors (ICIs) have achieved clinical success with durable responses, but their efficacies are limited to a subset of patients (1). ICIs inhibit negative regulators of T cell responses, such as PD-1 or CTLA-4 (2), to restore cytotoxic T cell (CTL) activity against tumor cells and have significantly changed the clinical outcomes of aggressive cancer types such as melanoma. In contrast, tumors including glioblastoma (GBM) (3), breast cancer (BC) (4), ovarian cancer (5), pancreatic ductal adenocarcinoma (6), and colorectal cancer (7) are characterized by immunosuppressive TMEs that cause immune exclusion and impair responses to ICIs (2, 8). As immune exclusion is a primary obstacle to the success of ICI therapy, targeting the immunosuppressive TME has been identified as a promising combination strategy for cancers with poor response to ICI therapy alone.

Tumor-associated macrophages (TAMs) are primary contributors to the immunosuppressive TME (9). In physiological conditions, macrophages serve biological functions from promoting immune responses via antigen presentation and chemokine/cytokine secretion, to suppressing immune responses in the context of wound healing. In tumor biology, TAMs secrete cytokines and chemokines that suppress antitumor immunity and promote tumor progression. An M1/M2 paradigm describing a broad spectrum of macrophage transcriptional programs, ranging from the immune-promoting “M1-like” to the immunosuppressive “M2-like” has been proposed (10). Consistent with promoting tumor growth, metastasis, and therapeutic resistance, TAMs are mostly associated with the M2-like program, although differences among tumor types have been reported (11). Therapies aimed at reprogramming TAMs toward an M1-like program are therefore predicted to sensitize intractable tumors to immune therapies (12).

C/EBPβ is a transcription factor with a direct role in regulating tumor cell growth, proliferation, and metabolic switching (13, 14). In addition, C/EBPβ promotes a transcriptional program in monocytes linked to the M2-like phenotype (15, 16). Specifically, C/EBPβ was demonstrated to regulate expression of M2 target genes *Msr1*, *Il10* and *Il13ra* (17) in an *in vitro* model of murine macrophage differentiation. These data suggest that therapeutic suppression of C/EBPβ activity may repolarize macrophages away from the M2 immunosuppressive phenotype and yield clinical benefit in tumors resistant to immunotherapy due to an immunosuppressive TME. Lucicebtide (previously referred to as ST101) is a peptide antagonist of C/EBPβ (18) that is currently Phase 3-ready following completion of a Phase 2 study in patients with GBM (Clinicaltrials.gov ID: NCT04478279). Lucicebtide disrupts C/EBPβ dimerization, thereby enhancing its proteasomal degradation, resulting in significant attenuation of C/EBPβ target gene expression (18). Lucicebtide exposure results in direct anti-cancer activity both *in vitro* and *in vivo* in several preclinical models (18), and has shown promising activity in the clinic.

Here we investigated the impact of pharmacological antagonism of C/EBPβ with lucicebtide on human peripheral blood mononuclear cell (hPBMC)-derived macrophage cultures *in vitro* and on TAMs in syngeneic mouse tumor models *in vivo*. We demonstrate that lucicebtide promotes an M1-like program in hPBMCs cultured in conditions that should drive M2-like polarization and that short-term lucicebtide exposure to already activated and established M2-like macrophages is sufficient to repolarize toward an M1-like phenotype. These data support macrophage polarization as a plastic event, which, at least in part, is controlled by C/EBPβ. In co-culture of M2-like macrophages with CD8+ T cells, lucicebtide restores CTL activity as determined by increasing the fraction of Interferon-Gamma (IFN-γ) expressing T cells. Lucicebtide similarly impacts macrophage polarization *in vivo*, increasing the M1/M2 ratio of murine TAMs in an orthotopic triple negative breast cancer (TNBC) syngeneic model. To demonstrate the impact of lucicebtide-mediated macrophage polarization *in vivo*, combination of lucicebtide with anti-PD1 checkpoint inhibition resulted in enhanced anti-tumor activity compared to either single agent in an anti-PD-1 refractory TNBC model. Taken together, these data identify lucicebtide as a novel immune modulator of the TME with the potential to overcome resistance to ICIs or enhance their anti-tumor activity.

## Material and methods

### Peptide synthesis

Lucicebtide (*H_2_N*-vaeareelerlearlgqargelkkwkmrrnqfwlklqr-*OH*) was synthesized by Fmoc solid-phase peptide synthesis (SPPS) and the mass and sequence were confirmed by mass spectrometry. Lucicebtide solution was prepared from lyophilized powder in sterile milli-Q H_2_O containing 270 mM trehalose to a stock concentration of 2 mM.

### M1/M2 macrophage derivation and culture

Healthy human donor PBMCs were isolated from Human Leukomax leukopaks (BioIVT) by Ficoll Paque Plus density gradient according to the manufacturer protocol (Cytiva # 17-1440-02). Monocyte concentrations were estimated by flow cytometry using an FSC/SSC Monocyte gate. Cells were seeded at 1 million/cm^2^ in Monocyte Attachment Media (PromoCell # C-28051) and incubated 2 hrs at 37°C. Cells were retrieved, washed with Attachment media and replenished with 5 mL M1 (Promocell #C-28055) or M2 Generation Medium (#C-28056). For the long-term protocol, drug or controls were added on day one. Cultures were replenished with three mL M1 or M2 media on day six, and on day seven, M1 cells were activated by addition of 10 ng/mL LPS (Sigma #L2360) and 50 ng/mL IFN-γ (R&D Systems #285-IF-100), or M2 cells were activated by 20 ng/mL IL-4 (R&D Systems #204-IL-010). On day nine, the floating fraction of each culture was recovered, spun down, and added to the original flask in M1 or M2 media with the cytokine supplementation described above and drug treatment as indicated by the protocol. For the long-term protocol, cells were analyzed on day 10. For the short-term protocol, Lucicebtide or controls were added on day 10 and immunophenotype analyzed on day 13.

### Macrophage and T cell co-cultures

CD4+ or CD8+ T cells were sorted from hPBMCs by negative magnetic selection (Dynabeads Untouched Human CD8 T Cells Kit ThermoFisher #11348D; Dynabeads Untouched Human CD4 T Cells Kit ThermoFisher #11346D). Sorted cells were maintained at 5E5 cells/mL in RPMI media supplemented with 10% FBS, 55 µM β-mercaptoethanol, 10 ng/mL IL-2 (R&D Systems #202-IL-010) and 10 μL/mL Dynabeads Human T-Activator CD3/CD28 (ThermoFisher # 11161D). M1 and M2 cultures were established and activated as described above. For the co-culture assay, M1 and M2 media were removed and T cells were plated at 2.5E5 cells/mL. T cells were recovered three days later and stained for intracellular IFN-γ as described below.

### Quantitative RT-PCR

Cells treated with lucicebtide for the indicated times were resuspended in RNAlater (Thermo Fisher Scientific, USA) and total RNA was extracted using Qiagen RNeasy Protect Mini Kit (Qiagen Inc. USA) according to manufacturer’s instructions and treated with Qiagen RNase-free DNase to remove genomic DNA. RNA quality and quantity were measured by Nanodrop, agarose gel electrophoresis and Agilent 2100 Bioanalyzer. For qPCR, cDNA was synthesized from total RNA using SuperScript IV VILO Master Mix with ezDNAse enzyme (Thermo Fisher Scientific, USA) per manufacturer’s protocol. qPCR reactions were run on a QuantStudio 6 Flex real-time thermal cycler in quadruplicate using 10 ng cDNA, gene-specific primers (0.15 µM each) and Fast SYBR™ Green Master Mix (Thermo Fisher Scientific, USA). Primers sequences are listed in **Supplementary Table S1**. Control reactions without reverse transcriptase were performed. Data was analyzed assuming 100% PCR efficiency. Log2 normalized expression (2^ΔΔCt) and standard error of mean were used to determine fold change of expression in relation to β-actin between treated and untreated samples (19). Statistical significance between groups was determined using Student’s T-test.

### Flow cytometry

The following fluorochrome conjugated antibodies were purchased from Biolegend: APC-Human-CD68 (#333810), BV421-Human-CD163 (#333612), FITC-Human-CD80 (#305206), PE-Human-IFNG (#506507), BV421-Mouse-CD206 (#141717), FITC-Mouse-CD80 (#104706), APC-Mouse-CD11b (#101212), BV650 CD45 (#103151) and FITC-mouse-I-A/I-E (#107606). For hPMBCs and T cell staining, single cell suspensions were recovered from cultures (for macrophage cultures both the suspension and adherent fractions were collected by scraping), washed in FACS Buffer (0.1% FBS in PBS) and resuspended in 50 μL FACS Buffer supplemented with 5 μL Human TruStain FcX (BioLegend #422302) at a concentration of 1E6 cells/mL. Five μL of the indicated Ab were added and cells were incubated 20 minutes at 4C in the dark. For macrophage staining, antibodies were supplemented by 5 µl of True-Stain Monocyte Blocker (Biolegend #426102). Cells were then washed twice in 200 μL FACS buffer, resuspended in 400 μL and acquired on a MACSQuant (Miltenyi) or FACS Celesta (BD) flow cytometer. Mouse tumors were collected by resection, reduced to single cell suspension by use of a 70 μM mesh and resuspended in FACS Buffer supplemented with 1 mM EGTA 1mM and 0.02 mg/mL DNAse (Sigma) at a concentration of 1E6 cells/mL. Fifty μl of cell suspension were incubated with 5 μl TruStain FcX™ PLUS (BioLegend #156604) for 5 minutes at 4C. For surface antigens, antibody staining, wash and sample acquisition were performed as above. For IFN-γ intracellular staining, cells were permeabilized following surface staining by resuspension in 100 µL Cyto-Fast Fix Perm Solution (Biolegend #426803) for 20 minutes at RT. Cell were then washed in 1X Cyto-Fast Perm Wash solution and stained in 100 µL Cyto-Fast Perm Wash Solution supplemented with 2.5 µL PE-Anti-IFNγ. After incubating 20 minutes at room temperature in the dark, cells were washed twice by adding 100 µl of Perm Wash solution and once in FACS Buffer and acquired on a MACSQuant Flow Cytometer.

### Gene expression analysis and TCGA-BC classification

The CEBPB_01 (CEBPB_01 (gsea-msigdb.org)) and CEBPB_02 (CEBPB_02 (gsea-msigdb.org)) gene sets were merged to compile a CEBPB-bound list of 473 unique genes that present the motif RNRTKDNGMAAKNN (CEBP_01) or NKNTTGCNYAAYNN (CEBP_02) in the regions spanning +/- 2KB centered on their transcription starting sites (**Supplementary Table S2**). RNAseq profiles of HR-negative TCGA BC samples were scored for the CEBPB-bound signature. HR status was derived from Ciriello et al., 2015. Samples were then stratified into the top quartile (Top25; n=124) or bottom three quartiles (Lower75; n=369). Cases with no survival data were removed. Survival difference was assessed by log-rank (Mantel-Cox) test.

### Immune infiltration and CEBPB signature scoring

RNAseq profiles for ovarian cancer and GBM were retrieved from TCGA and scored for CEBPB transcript level in Lower75 and Top25 sets as described above. Samples with available Immune Infiltrate Macrophage, M1 and M2 XCell scores (ovarian cancer, n=306; GBM, n=165) from Timer 2.0 app (cistrome.timer.org) were classified into High or Low sets according to the median. Associations between Top25 and Lower75 sets and High/Low signatures were calculated by Fisher T-test.

### RNAseq profiling and differential expression analysis

M2 cultures were derived and activated as described above in the presence of lucicebtide 10 μM or left untreated as control. On day 10, samples were collected by recovering both the floating and adherent fraction by scraping. Cell were sorted for viability and CD68 positivity with gates including both CD68 low and high populations. Total RNA was extracted by Qiagen RNeasy columns with the addition of DNase treatment to remove genomic DNA. RNA libraries were processed as described previously (18). For RNAseq analysis, genes with transcript level less than 2 TPM in 4 or more samples, mitochondrial or immunoglobulin transcripts were removed. Unsupervised Clustering (UC) and differential expression analysis were performed with Matcalc software (20). For UC analysis, transcript levels were log2-transformed and genes with standard deviation greater than 1.5 were used. Differentially expressed genes (DEG) were defined as greater than 1.5 fold change and Student t-test p-value less than 0.05 after Benjamini-Hochberg correction. Data are available as GEO dataset GSE288861. GSEA (21) was performed for gene sets from MySigDB C2 collection using signal-to-noise statistics and gene-set permutations.

### Mouse tumor models

4T1 cells (4x10^6^) were mixed 1:1 with Matrigel and injected in the fourth mammary pad of syngeneic 6-8 wks old Balb/C female mice. Tumors were tracked by tri-weekly caliper measurements. One-week after injection, mice with tumors greater than 60 mm^3^ were randomly assigned to treatment or control cohorts. Lucicebtide was administered subcutaneously at the indicated dosages three times weekly. CT-26 cells (1x10^5^) were mixed 1:1 with Matrigel and injected in the right flank of Balb/C female mice. Mice were staged upon reaching tumor volumes greater than 200 mm^3^ and were assigned to control or treatment cohorts. For the combination studies, anti-mouse-PD-1 (BioXCell #BE0146, clone 29F.1A12) was administered weekly at 12.5 mg/kg while lucicebtide was administered subcutaneously at 25mg/kg or 10 mg/kg three times weekly. All aspects of animal care were in accordance with the Guide for Care and Use of Laboratory Animals and all experiments were approved by the Institutional IACUC at New York Medical College (NYMC).

## Results

### Lucicebtide inhibits macrophage polarization to the M2 program in hPBMC–derived macrophage cultures

Lucicebtide antagonizes C/EBPβ dimerization, promoting its proteasomal degradation and inhibiting C/EBPβ transcriptional activity (18). To investigate the impact of C/EBPβ antagonism on macrophage polarization, macrophage cultures from the peripheral blood of three healthy human donors were established, and differentiation and activation toward the M1-like (referred to as ‘M1’) or M2-like (referred to as ‘M2’) phenotype was induced in the presence of increasing concentrations of lucicebtide (**Figure 1A**). After a seven-day incubation in M1 or M2 induction media, macrophages were activated with LPS + IFN-γ (M1) or IL-4 (M2) and subsequently analyzed for surface markers by flow cytometry on day 10. M1 cells were gated as CD68^high^CD163^low^ and M2 as CD68^low^CD163^high^ (**Figure 1B**). For all three donors, lucicebtide increased the M1:M2 ratio in macrophage cultures stimulated to the M2 phenotype in a dose-dependent manner, with a relative ratio increase of 40-fold compared to control at the highest lucicebtide concentration (**Figures 1C, D**). Remarkably, despite CD80^high^ expression, lucicebtide exposure led to a dose-dependent increase of CD80 median fluorescence intensity (MFI) in macrophage stimulated to the M1 phenotype, suggesting that lucicebtide further augments the M1 program in M1 cells (**Figure 1E**). Conversely, in the M2 population, the M2 marker CD200R was down-regulated in a dose-dependent manner compared to untreated M2 cultures (**Figure 1F**). Importantly, no substantial reduction of total viable cell numbers was observed in M1 or M2 cultures following lucicebtide exposure (**Supplementary Figure S1**). These data support the ability of lucicebtide to promote the M1 program upon continuous exposure during M2 commitment and activation.

**Figure 1:**
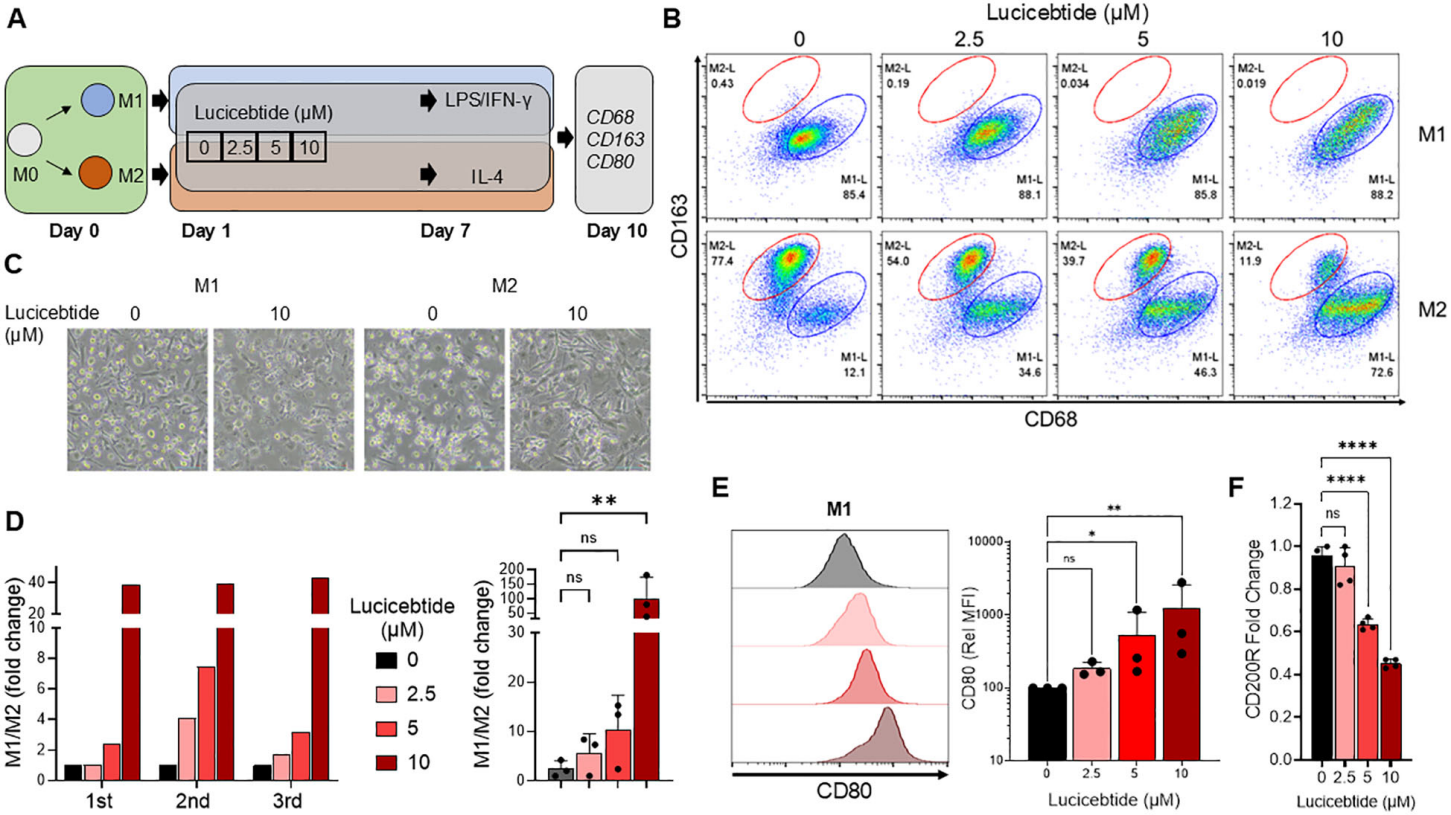
Lucicebtide shifts the M2 program to M1 in Human PBMCs–derived macrophage cultures. **(A)** Experimental outline describing derivation of M1 and M2 macrophages from hPBMCs. **(B)** Flow Cytometry plots of M1 (top) and M2 (bottom) populations at the indicated lucicebtide concentration on Day 10. M2 populations (red) are gated as CD68^low^CD163^high^, M1 populations (blue) are CD68^high^CD163^low^. **(C)** Bright Field images of M1 and M2 culture untreated or treated with 10 μm lucicebtide. Scale bar, 50 μm. **(D)** Left, hPBMCs-derived M1/M2 population ratios for three donors at the indicated lucicebtide concentrations in Day 10 M2 cultures. Data are normalized to the untreated. Right, averages of the three donor derived cultures at the indicate concentrations. Error bars represent SDs. Statistics, 1-way ANOVA, Student t-test (n=3/group; ns, not significant, **p<0.01) **(E)** Left, histogram plots for CD80 in Day 10 M1 cultures at the indicated lucicebtide concentrations (left). Right, relative CD80 MFI at the indicated lucicebtide concentrations. MFI was normalized to the untreated for each donor. Error bars represent SDs. Statistics represent 1-way ANOVA (n=3/group; *p<0.05; **p<0.01; ns, not significant). **(F)** Expression levels of CD200R normalized to ACTB at the indicated lucicebtide concentrations for Day 10 M2 cultures. Error bars represent SEMs. Statistics represent Student T-tests (n=4 replicates; ****p<0.001; ns, not significant 1-way ANOVA).

The impact of lucicebtide on macrophage plasticity was investigated in the ex vivo system. In one set of experiments, macrophage cultures were induced to M2 phenotype as described, followed by addition of lucicebtide on day 10 and evaluation for M1/M2 markers on day 13. In a second set of experiments, M2 macrophages were exposed to lucicebtide during activation toward the M2 phenotype as in initial experiments, followed by washing away lucicebtide on Day 10. Cells were then resuspended in control media or media containing 10 µM lucicebtide, and evaluated on day 13 (**Supplementary Figure S2A**). Control M2 cells were left untreated or exposed to lucicebtide for the entire experiment. As previously observed, continuous lucicebtide exposure induced an almost complete shift toward the M1 identity, with a 250-fold shift in the M1/M2 ratio compared to untreated M2 cultures. Lucicebtide addition on day 10 induced a 34-fold shift in the M1/M2 ratio compared to untreated M2 cultures (**Supplementary Figures S2B, C**), indicating that C/EBPβ activity is critical for maintaining the M2 program and that lucicebtide can convert established M2 cultures to the M1 identity. Withdrawal of lucicebtide from cultures had minimal impact, with a 21-fold M1/M2 ratio increase observed compared to control on day 13. Overall these observations indicate that macrophage polarization is a plastic event, that C/EBPβ activity is necessary for establishing and maintaining the M2 program, and antagonism of C/EBPβ with lucicebtide can both instruct the M1 program in M2 conditions and convert immune-suppressive M2 macrophage to the immune-active M1 program.

### Lucicebtide suppresses C/EBPβ target genes and M2 programs

To investigate lucicebtide impact on C/EBPβ target genes and the M2 program, M2 cultures were exposed to 10μM lucicebtide or control as described above, and cultures were collected on day 10 for RNAseq analysis. 

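RNA from 6 of these M2 cultures, 3 left untreated and 3 exposed to 10 µM lucicebtide, was sequenced after polyadenylated RNA had been selected, and the directional libraries were made with dUTP in the second strand. The sample labels describe cultures derived from a normal donor, so each replicate (n = 3 per condition) is treated as a culture and not as a person. The paper states that the cells collected on day 10 were sorted for viability and CD68 before RNA extraction. The authors deposited the number of reads counted on each of 58735 genes in each library, without normalization and without a filter, and 30301 of these genes had no read in any library. The paper's text names neither the aligner nor the counting program. Total counts were 19136595, 20126741 and 16452494 in the untreated cultures (median 19136595) and 21908654, 22741628 and 18527845 in the lucicebtide-treated cultures (median 21908654). Mitochondrial transcripts took between 3.49% and 4.14% of the counts of a library, and the 10 most abundant genes took between 11.0% and 11.8%.

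As in the paper's methods, the 37 mitochondrial and 414 immunoglobulin genes were removed. Genes with too few counts for a test were then left out with edgeR's filterByExpr function, which kept 14609 genes. Counts were normalized with edgeR's TMM method, whose factors lay between 0.969 and 1.03, and are given as CPM, the count scaled to the effective library size. Lucicebtide-treated and untreated cultures were compared for each gene with edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. The common biological coefficient of variation was 0.0928. Pairs of replicates of the same condition differed by more than the sampling noise of the counts, with a chi-square statistic per degree of freedom between 6.09 and 11.2. Positions are those of the GRCh38 annotation to which the gene identifiers belong. For the clustering, TPM values (counts divided by the exon length of each gene and scaled to the same total in each library) were computed, since the deposited values are counts.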

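Filtering as the paper's methods describe, to genes with at least 2 TPM in at least 3 of the 6 libraries, kept 12725 genes. Of these, 109 had a standard deviation over 1.5 of log2(TPM + 1) across the libraries, and 40 of the 109 are listed in Supplementary Table S3. The pseudocount moved this number most, to 425 genes with a pseudocount of 0.1. Among the 109 genes, 59 had fewer than 10 counts on average and 59 had less than 200 bases of exon. Average-linkage clustering on the Pearson correlation separated untreated from lucicebtide-treated cultures with the 109 genes, with the genes of Supplementary Table S3 and with all 12725 genes. Over all genes kept, the lowest correlation between replicates of a condition was 0.976 and the highest between conditions was 0.941, both taken across genes, which are not independent replicates. Of the genes in Supplementary Table S3, 26 were lower and 19 higher with lucicebtide in mean log2(TPM + 1). The count model tested 40 of them, and 38 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 24 lower and 14 higher. The paper chose this list on the same libraries, so these calls are not independent evidence.

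ALDH1A2 (ENSG00000128918), on chromosome 15 from 57953424 to 58497866, encodes a retinaldehyde dehydrogenase. Its CPM were 64.7 ± 5.86 (SD, n = 3 cultures) untreated and 5.27 ± 0.487 (SD, n = 3) with lucicebtide. The log2 fold change was -3.62 (standard error 0.11, adjusted p = 3.8e-16 from edgeR's quasi-likelihood test), and it stayed between -3.68 and -3.54 with each library left out in turn. Genes on the other strand cover 6.53% of its exons. CD93 (ENSG00000125810), on chromosome 20 from 23079349 to 23086340, fell from 42.9 ± 3.48 to 5.30 ± 0.935 CPM, a log2 fold change of -3.01 (standard error 0.13, edgeR adjusted p = 7.0e-14; -3.17 to -2.93 with a library left out). FOLR2 (ENSG00000165457), on chromosome 11 from 72216601 to 72221950, fell from 60.9 ± 15.5 to 6.48 ± 2.28, with a log2 fold change of -3.22 (standard error 0.32, edgeR adjusted p = 0.0013; -3.55 to -3.01). MARCO (ENSG00000019169), a scavenger receptor gene on chromosome 2 from 118942166 to 118994660, moved the other way, from 1.28 ± 0.342 to 18.3 ± 2.87 CPM. Its log2 fold change was 3.83 (standard error 0.21, edgeR adjusted p = 3.7e-12; 3.72 to 4.07 with a library left out), at 17 to 31 counts in the untreated libraries.

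Among the chemokine genes, CCL17 (ENSG00000102970), on chromosome 16 from 57404767 to 57416062, had 564 ± 82.7 CPM untreated and 54.7 ± 4.04 with lucicebtide, a log2 fold change of -3.37 (standard error 0.10, edgeR adjusted p = 2.2e-12; -3.45 to -3.24). CCL24 (ENSG00000106178), on chromosome 7 from 75811665 to 75823356, had 63.4 ± 20.3 and 4.00 ± 1.22, a log2 fold change of -4.00 (standard error 0.38, edgeR adjusted p = 0.0012; -4.22 to -3.74). CCL13 (ENSG00000181374), on chromosome 17 from 34356452 to 34358610, had 707 ± 197 and 51.9 ± 5.42, a log2 fold change of -3.77 (standard error 0.27, edgeR adjusted p = 4.7e-04; -3.96 to -3.55). For each of these 7 genes, the CPM of the untreated cultures did not overlap those of the lucicebtide-treated cultures. IKBKGP1 and MIR5587 were the 2 tested genes of Supplementary Table S3 without a call, with log2 fold changes of -0.87 (edgeR adjusted p = 0.73) and 0.29 (edgeR adjusted p = 0.80). Leaving out untreated replicate 3 turned IKBKGP1 to 2.06, and leaving out untreated replicate 1 turned MIR5587 to -0.31.

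**Figure D1:**
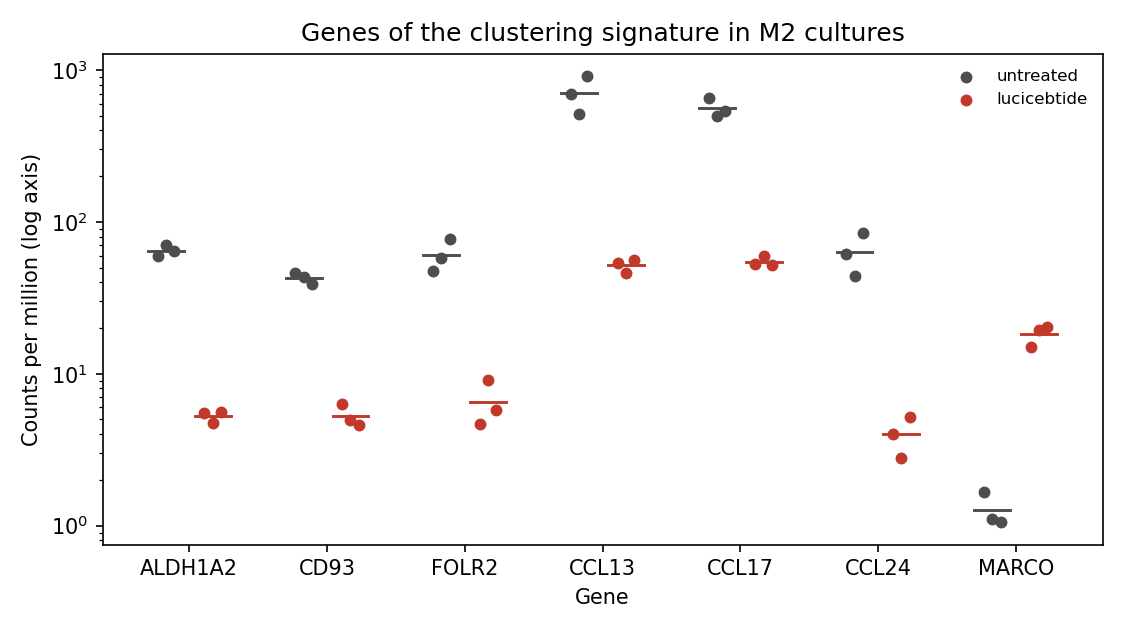
CPM (log axis) of the 7 genes in each M2 culture, untreated in grey and with lucicebtide in red. Points are cultures (n = 3 per condition) and bars are means. MARCO lies higher with lucicebtide (mean 18.3 against 1.28), and the other 6 genes lie lower.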

Unsupervised clustering (UC) identified a 45 gene signature that distinguished control from lucicebtide-treated cells (**Supplementary Figure S3A**), notably including several M2 markers or factors involved in TAM biology, including ALDH1A2 (22), CD93 (23), FOLR2 (24), MARCO (25) and the chemokines CCL17, CCL24, CCL13 and CCL17 (26) (**Supplementary Table S3**). 

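Of the 14609 genes tested, 4726 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2376 higher and 2350 lower with lucicebtide. Each gene of Supplementary Table S4 has an absolute log2 fold change over 1.5 on the log2(TPM + 1) scale. This threshold was therefore used beside the 1.5-fold threshold that the paper's methods word. Here it was applied to the fold changes of the count model, so the cut is not the same for genes with few reads. At an absolute log2 fold change over 1.5, 888 genes were differentially expressed, of which 565 (63.6%) were lower and 323 higher with lucicebtide. A change of more than 1.5-fold gave 2409 genes, 1256 lower and 1153 higher. A per-gene unequal-variance two-sample test of log2(TPM + 1), with at least 2 TPM in 2 or more libraries, was chosen after the values had been seen. Adjusted over all genes kept, it moved the count at the log2 threshold most, to 247. Adjusted over the genes past the fold threshold, it gave 414, 248 lower and 166 higher, after several settings had been tried. The glmTreat function of edgeR, which tests against the threshold itself, gave 250. The untreated and lucicebtide-treated libraries did not overlap for 877 of the 888 genes. They did not overlap for 6590 of all genes tested (45.1%), where chance gives 10%.

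Supplementary Table S4 gives mean log2(TPM + 1) values, and those computed from the deposited counts lay within 4.94e-05 of them. The count model tested 371 genes of that table. Each of the 371 changed in the direction the table gives and had an edgeR adjusted p-value under 0.05, and 369 were among the 888. The 43 genes of the table that were not tested had a median of 4.17 counts per library. The table was drawn from these libraries, so this overlap is no independent evidence. Of the 888 genes, 519 are not in the table. Of those, 346 had less than 2 TPM in 4 or more libraries, the filter as the paper's methods word it. With that filter, the per-gene unequal-variance test adjusted past the fold threshold recovered 402 genes of the table. With at least 2 TPM in 2 or more libraries it recovered 414, so the worded filter may not be the one behind the table.

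The genes with the largest decreases were taken among those whose libraries did not overlap and that had at least 50 counts in each untreated library. FCGBP (ENSG00000275395), on chromosome 19 from 39863323 to 39934626, had 58.6 ± 11.1 CPM (SD, n = 3) untreated and 2.66 ± 0.501 (SD, n = 3) with lucicebtide, a log2 fold change of -4.46 (standard error 0.17, edgeR adjusted p = 1.7e-10). P2RY6 (ENSG00000171631), on chromosome 11 from 73264505 to 73298617, followed with a log2 fold change of -4.36 (standard error 0.24, edgeR adjusted p = 4.7e-12). CRLF2 had a log2 fold change of -4.32 (edgeR adjusted p = 1.4e-06), at 1 to 8 counts in the lucicebtide libraries, so its size is imprecise and ranged from -6.03 to -3.85 with a library left out. The pseudogene CXCR2P1 and the scavenger receptor gene CD163L1 had log2 fold changes of -4.28 and -4.22 (edgeR adjusted p = 5.7e-04 and 3.0e-10).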

Differential expression analysis exposure revealed a total of 414 DEGs genes, including 248 downregulated and 166 upregulated following lucicebtide exposure (**Supplementary Figure S3B**, **Supplementary Table S4**). 

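ID2 (ENSG00000115738), on chromosome 2 from 8678845 to 8684453, encodes an inhibitor of DNA binding. It had 110 ± 6.67 CPM (SD, n = 3) in untreated M2 cultures and 64.1 ± 3.32 (SD, n = 3) with lucicebtide. Its log2 fold change was -0.78 (standard error 0.071, adjusted p = 1.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.82 and -0.73 with each library left out in turn. BIRC3 (ENSG00000023445), on chromosome 11 from 102317450 to 102339403, encodes an inhibitor of apoptosis. It fell from 451 ± 44.0 to 148 ± 14.6 CPM, a log2 fold change of -1.61 (standard error 0.083, edgeR adjusted p = 2.0e-11; -1.69 to -1.55 with a library left out). CCNA2 (ENSG00000145386), the gene of cyclin A2, lies on chromosome 4 from 121816444 to 121823933. It had 3.46 ± 1.30 CPM untreated and 0.892 ± 0.509 with lucicebtide, a log2 fold change of -1.98 (standard error 0.40, edgeR adjusted p = 6.2e-04; -2.47 to -1.63). EXOSC9, on the other strand, covers 9.08% of its exons. CDK1 (ENSG00000170312), on chromosome 10 from 60778331 to 60794852, had 3.24 ± 1.83 CPM untreated and 0.518 ± 0.475 with lucicebtide. Its log2 fold change was -2.70 (standard error 0.62, edgeR adjusted p = 0.0058; -3.61 to -2.13).

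The depth behind these 4 genes differed. ID2 had between 1168 and 2327 counts in a library and BIRC3 between 2837 and 9663. CCNA2 had 46 to 98 counts in the untreated libraries and 9 to 25 with lucicebtide, and CDK1 had 31 to 106 and 2 to 18, so the sizes of their changes are less precise. Untreated replicate 2 held the most counts of both genes, 98 and 106. For each of the 4 genes, the CPM of the 2 conditions did not overlap. Each kept an edgeR adjusted p-value under 0.05 with any 1 library left out, at most 0.048 for CDK1. The paper relates the lower levels of these genes to the activity of lucicebtide on C/EBPβ target genes in cancer cells. A list of proliferation genes was also lower, with a median log2 fold change of -1.45 over 29 genes (25 lower and 4 higher). The data therefore cannot tell whether CCNA2 and CDK1 fell as C/EBPβ targets or along with proliferation genes at large.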

Consistent with lucicebtide activity on C/EBPβ target genes in cancer cells (18), ID2, BIRC3, CyclinA2 and CDK1 were significantly downregulated in lucicebtide-treated M2-cells (**Supplementary Figure S3C**). 

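The gene sets of the MSigDB collection were not at hand, so lists written from gene symbols were tested with limma's camera function on the fit of the count model, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 18 lists. Of the 65 genes in a list of chemokines and their receptors, 37 were tested, with a median log2 fold change of -1.70 (31 lower and 6 higher with lucicebtide, camera adjusted p = 9.9e-21). Among the alternatives on the log2 scale that do not select members by their change, limma-trend moved this median most, to -1.23, and the call held. Supplementary Table S4 holds 19 of the members, which were selected for their change in these libraries, so leaving them out shrinks the median by construction (to -0.34, adjusted p = 0.27, over the alternatives from 2.0e-28 to 0.27) and does not test the call. Adjusted over the list alone, 27 of the 37 genes were lower and 3 higher at an edgeR adjusted p-value under 0.05, against 26 and 3 when adjusted over all genes. A wider list of cytokines and receptors, which holds those 37 genes, had a median of -0.28 over 120 genes (78 lower and 42 higher, camera adjusted p = 8.2e-12). It was -0.44 without untreated replicate 1. Leaving out its 32 genes of Supplementary Table S4 shrinks it in the same way, to -0.087 (adjusted p = 0.38, over the alternatives from 1.9e-15 to 0.38). In this list 52 genes were lower and 19 higher adjusted over the list alone, and 50 and 19 over all genes. The list of NF-kB targets, 25 of which are also in the cytokine list, had a median of -0.53 over 67 genes (55 lower and 12 higher, camera adjusted p = 4.2e-17). There, 45 genes were lower and 8 higher adjusted over the list alone, and 43 and 6 over all genes. The list of sterol biosynthesis genes had a median of 0.31 over 20 genes (18 higher and 2 lower, camera adjusted p = 4.9e-04). Of these, 14 were higher and 0 lower adjusted over the list alone, and 12 and 0 over all genes. The camera calls of all 4 lists held in limma's fry test. With the correlation estimated for each list, those of the chemokine and cytokine lists held and those of the NF-kB targets (adjusted p = 0.11, over alternatives from 4.3e-30 to 0.11) and of sterol biosynthesis (adjusted p = 0.39, over alternatives from 1.5e-06 to 0.39) did not. The medians are the same with IL6, whose counts were at the floor with lucicebtide, set at its bound.

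The members named here were chosen from the fixed lists after their values had been seen. CCL23 (ENSG00000274736), on chromosome 17 from 36013056 to 36017968, fell from 41.6 ± 5.37 CPM (SD, n = 3) to 3.40 ± 0.516 (SD, n = 3), a log2 fold change of -3.60 (standard error 0.14, adjusted p = 2.1e-14 from edgeR's quasi-likelihood test). The abundant chemokine CCL22 fell from 7435 ± 1703 to 2003 ± 276 CPM (log2 fold change -1.89, edgeR adjusted p = 0.0013). CXCL16 (ENSG00000161921), on chromosome 17 from 4733526 to 4739922, rose from 191 ± 3.21 to 400 ± 15.7, a log2 fold change of 1.07 (standard error 0.065, edgeR adjusted p = 2.3e-11). IL6 had 20 to 36 counts in the untreated libraries and 0 to 3 with lucicebtide, at least 9.12-fold lower (edgeR adjusted p = 5.5e-05), and genes on the other strand cover 20.7% of its exons. IL1B and IL7R had log2 fold changes of -3.07 and -2.82 (edgeR adjusted p = 3.0e-06 and 8.6e-11). TNF, a member of the cytokine and NF-kB lists, had a log2 fold change of -0.089 (edgeR adjusted p = 0.87) without a call, and its direction changed to 0.098 without lucicebtide replicate 1, to 0.060 without untreated replicate 3 and to 0.058 without lucicebtide replicate 2. Among the other NF-kB targets, NFKBIA and TNFAIP3 had log2 fold changes of -0.75 and -1.07 (edgeR adjusted p = 2.1e-07 and 2.7e-07), and BCL2A1 rose by 3.49 (edgeR adjusted p = 2.2e-05).

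In the sterol list, ACAT2 (ENSG00000120437), on chromosome 6 from 159760328 to 159779055, had 79.4 ± 1.32 CPM untreated and 166 ± 22.7 with lucicebtide, a log2 fold change of 1.06 (standard error 0.083, edgeR adjusted p = 4.9e-09), and genes on the other strand, SOD2 and TCP1 among them, cover 52.3% of its exons. EBP had a log2 fold change of 0.68 (edgeR adjusted p = 6.8e-07). HMGCS1 (log2 fold change -0.20, edgeR adjusted p = 0.16) was lower without a call, and it passed the threshold with no filter (log2 fold change -0.21, edgeR adjusted p = 0.023) and without lucicebtide replicate 3 (log2 fold change -0.34, edgeR adjusted p = 0.0048), over alternatives from 0.0048 to 0.42. In Supplementary Table S5, the paper's reported false discovery rate q-value is 0.306 for the KEGG steroid biosynthesis set and 0.313 for cholesterol metabolism. It is 0.0102 for the pathways of 7-oxocholesterol. For the KEGG cytokine receptor, Reactome chemokine receptor and Hinata NF-kB target sets, which the paper lists as higher in controls, the reported q-value is 0.

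**Figure D2:**
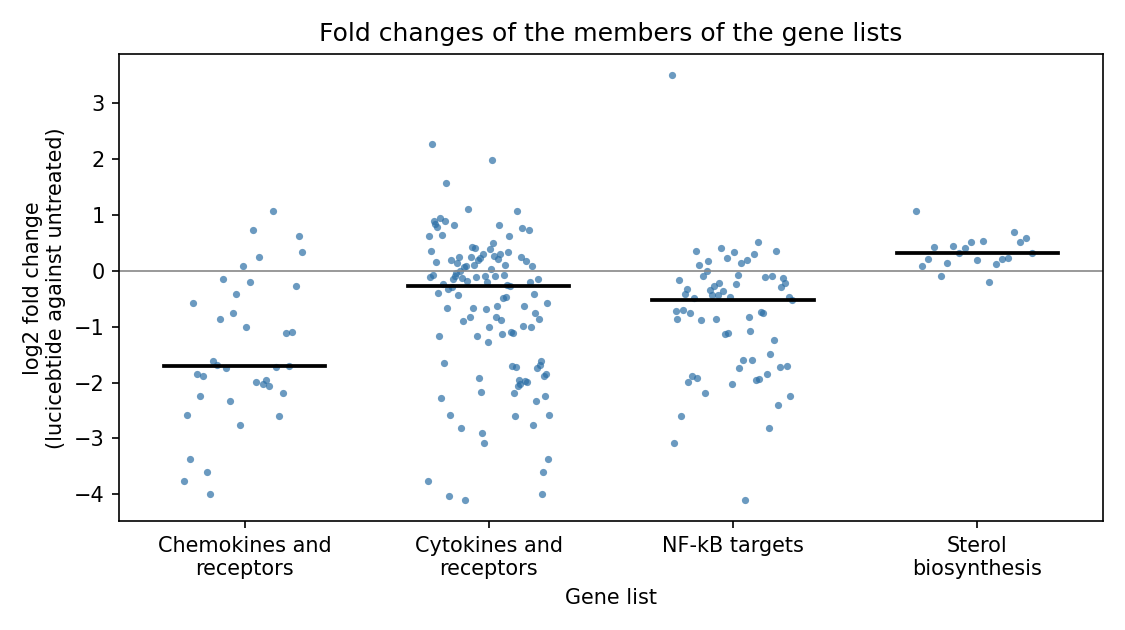
Log2 fold change (lucicebtide against untreated) of each tested member of the chemokine, cytokine, NF-kB target and sterol biosynthesis lists. Points are genes and bars are medians, which lie at -1.70, -0.28, -0.53 and 0.31.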

GSEA analysis (21) of the RNAseq dataset identified significant downregulation of cytokine/chemokine and NF-kB signaling pathways and an increase in genes implicated in activation of steroid synthesis (**Supplementary Figure S3** **;** **Supplementary Table S5**).

### Lucicebtide promotes T cell activation in immunosuppressive M2 co-cultures

Suppression of T cell proliferation and activation has been shown following co-culture with M2 macrophages *in vitro* (27). To investigate whether lucicebtide-mediated M2-to-M1 conversion will enhance CD8+ T cell activation *in vitro*, M2 and M1 cultures from normal hPBMCs were derived and activated, as described above, and co-incubated with CD8+ T cells sorted and expanded from the same donors. M2 or M1 cells were exposed to 5 or 10 µM lucicebtide or control for 72 hrs, after which time media was removed and cells were co-incubated with CD8+ T cells. After three days of co-culture, T cells were recovered and intracellular IFN-γ measured by flow cytometry. As expected, the frequency of IFN-γ^+^ T cells in co-culture with immunosuppressive M2 macrophages was five-fold less than in co-culture with M1 macrophages (3.5% *vs* 17.8%, **Figures 2A, B**). Lucicebtide induced a dose-dependent increase in the frequency of IFN-γ^+^ fraction cells in M2 co-cultures (5 and 10 µM lucicebtide induced a 2.2- and 3.4-fold increase in IFN-γ^+^ cells, respectively; p<0.05,1-way ANOVA) or M1 co-cultures (5 and 10 µM lucicebtide induced a 27% and 46% increase of IFN-γ^+^ cells, respectively; p<0.05,1-way ANOVA; **Figures 2A, B**). Notably, 10 µM lucicebtide restored the frequency of IFN-γ^+^ cells in M2 co-cultures to 67% of what was observed in M1 co-cultures. These results suggest that lucicebtide exposure is sufficient to restore T-cell activity in the presence of M2 macrophages and can further enhance T-cell response in immune-active conditions.

**Figure 2:**
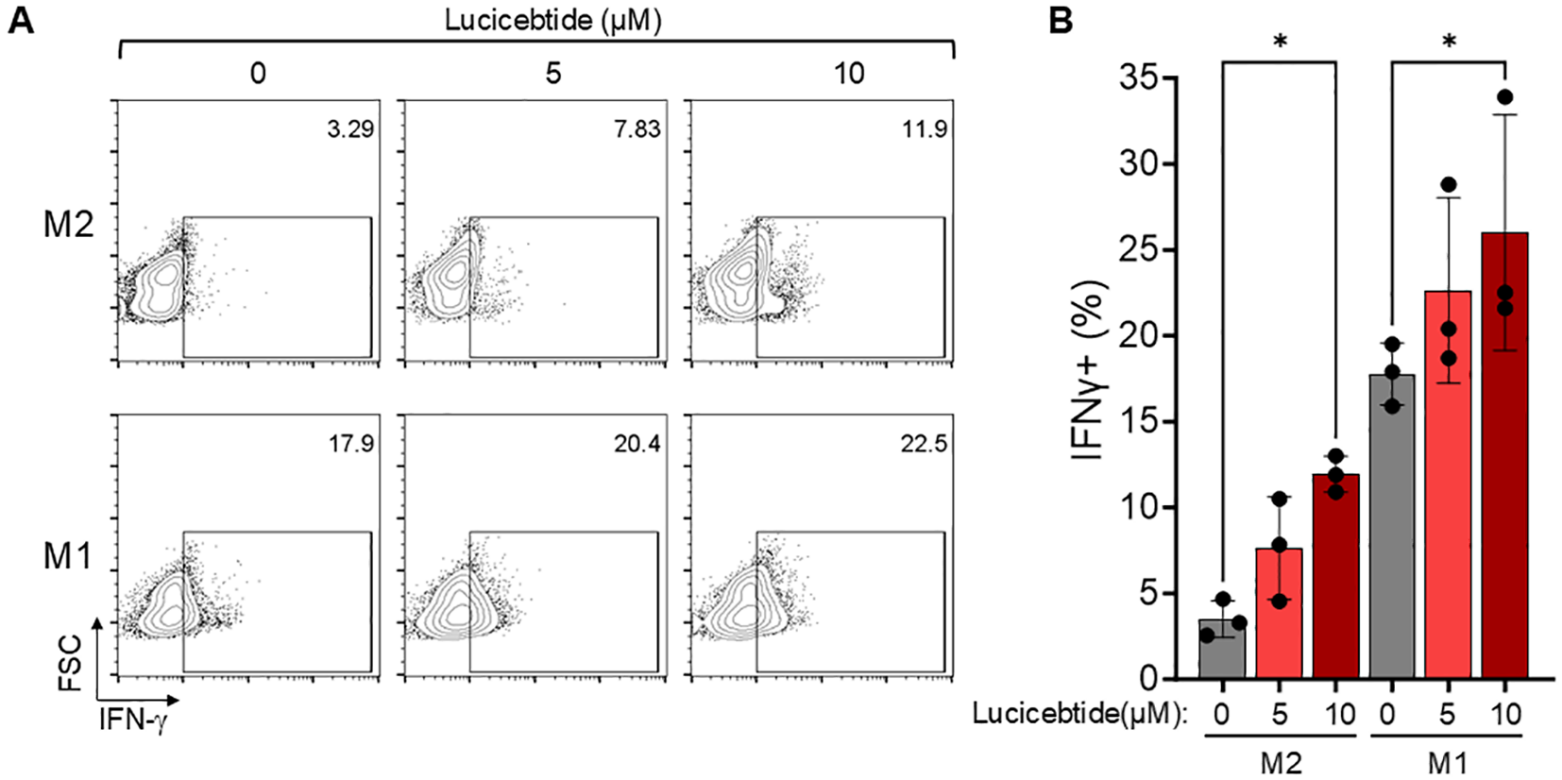
Lucicebtide-mediated M2 to M1 conversion results in enhanced T-cell activation. **(A)** Representative flow-cytometry plots for intracellular IFN-γ staining in the indicated conditions (top, M2; bottom, M1; from left to right 0,5 and 10 µM lucicebtide). Cell frequency is shown in the top right corner. **(B)** IFN-γ frequency for the indicated conditions. Error bars represent standard deviations. Statistics represent 1-way ANOVA (*p<0.05; n=3/group).

### The C/EBPβ gene signature correlates with poor prognosis in breast cancer

Elevated TAM levels are linked to poor prognostic outcomes in several cancer types (28). In BC, high TAMs density is associated with inferior prognosis (29), leading to the pan-macrophage marker *CD68* included among the 16 genes used in the Oncotype DX Breast Recurrence Score diagnostic (30). To investigate the relevance of C/EBPβ-driven immunosuppressive programs in human cancers, we assessed whether C/EBPβ signatures correlate with patient outcomes in BC. To do that, we defined a *C/EBPβ* gene set by merging two existing MySigDB sets including genes with *C/EBPβ* binding sites +/- 2KB with respect of their transcription starting site (21) (**Supplementary Table S2**). This 473-gene set was used to score profiles from TCGA HR-negative BC samples (31) from the Cancer Gene Atlas (TCGA). Kaplan–Meier analysis of the top quartile (Top25) compared to the lower three quartiles (Lower75) was performed. The Top25 showed a markedly inferior prognosis (median survival = 7.8 yrs) compared to the Lower75 (undefined median survival; p=0.003, Log-Rank test), indicating that expression of the *C/EBPβ* signature inversely correlates with survival in HR-negative BC (**Figures 3A, B**). Similarly, the *C/EBPβ* signature inversely correlates with survival in HR-positive BC (**Supplementary Figure S4A, B**). These data support a prognostic value for C/EBPβ-dependent programs in BC and identifies the potential for lucicebtide reprogramming of the immunosuppressive TME in TAM-rich cancers.

**Figure 3:**
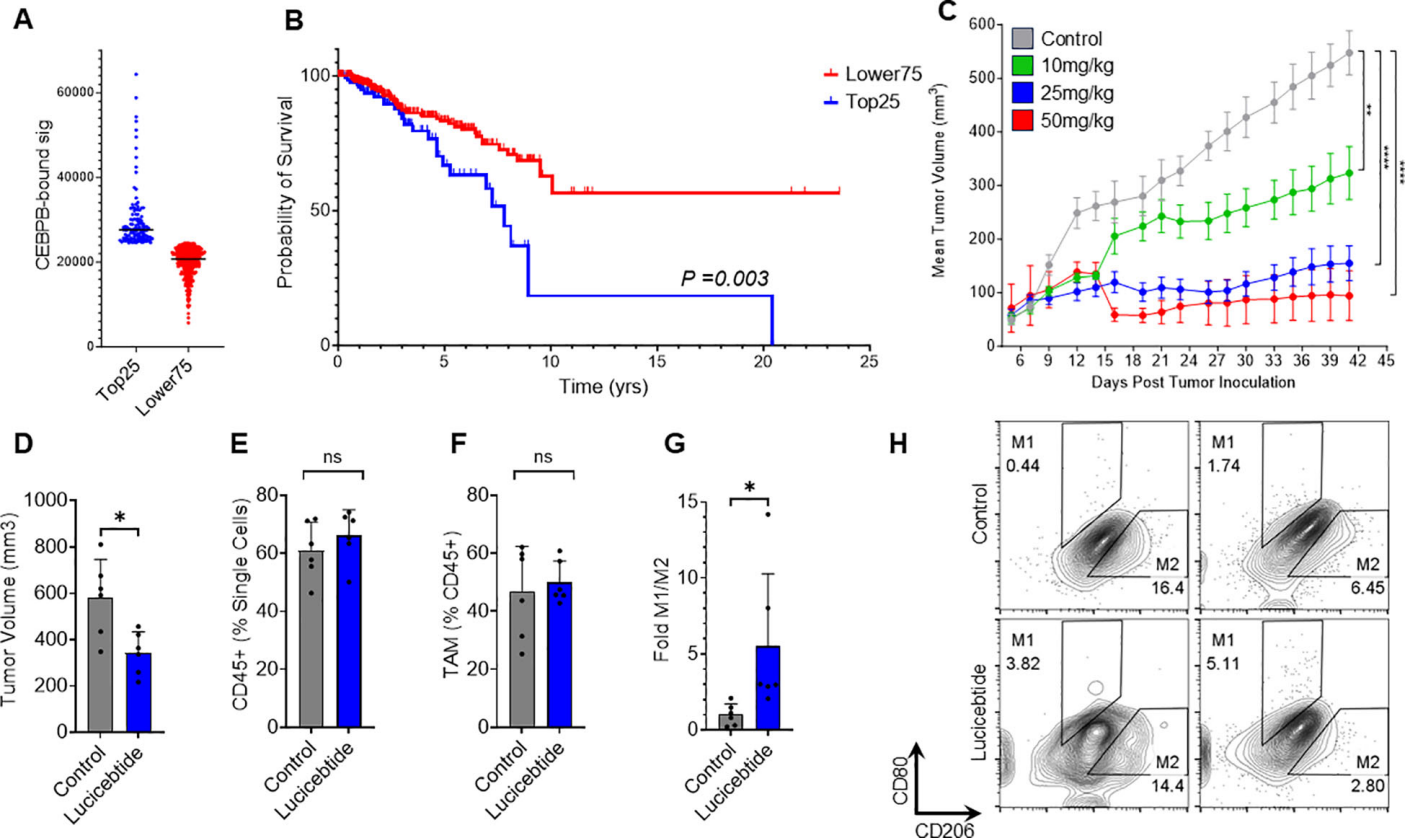
Lucicebtide antagonism of C/EBPβ promotes M2 to M1 repolarization *in vivo*. **(A)** Distribution of TCGA HR-Negative Breast Cancer Samples according to the CEBPB-bound signature (Top25, blue, n=124; Lower75, red, n=369). Horizontal lines indicate score averages. **(B)** Survival curves for the Lower75 and Top25 sets. Statistics indicate Log-rank test. **(C)** Tumor volumes of mice transplanted with 4T1 cells and treated with vehicle (gray) or lucicebtide at the indicated dosing (green, 10 mg/kg; blue 25 mg/kg; red, 50mg/kg). Statistics indicate 1-way ANOVA (****p<0.0001; **p<0.01; n=6/group). **(D)** Tumor volumes for mice treated with Vehicle (gray) or 25 mg/kg lucicebtide (blue) and resected 16 days after treatment inceptions. Error bars represent standard deviation (*p<0.05, Student t-test, n=7/group). **(E, F)** Fraction of CD45^+^ cells out of total single cells **(E)** and Fraction of TAMs out of CD45^+^ cells **(F)** in tumors treated with vehicle or lucicebtide (ns, not significant, Student t-test, n=6/group). **(G)** Fold M1/M2 ratios of TAMs for control and lucicebtide-treated tumors. Data are normalized to the control average (*p<0.05, Student t-test, n=6/group). **(H)** Flow cytometry plots of M1 (CD80^high^CD206^low^) and M2 (CD80^low^CD206^high^) gating of TAMs for two control and lucicebtide-treated tumors. The samples with highest and lowest M1/M2 ratios for control and lucicebtide-treated cohorts are shown.

### Lucicebtide promotes M2-to-M1 repolarization *in vivo*

We have previously demonstrated lucicebtide anti-tumor activity in xenograft models of C/EBPβ-driven cancer cells in mice lacking an active immune system (18). To investigate the impact of lucicebtide on TAM populations and immune-mediated anti-tumor responses, we utilized the 4T1 TNBC orthotopic model in BALB/C syngeneic hosts, which enables the study of tumor responses in the context of a competent immune system (32). Consistent with clinical BC, this model is characterized by high immunosuppressive TAM content (33). Initial experiments assessed the anti-tumor activity of monotherapy lucicebtide following administration of 10, 25 or 50 mg/kg three times weekly for the duration of the study, resulting in 45.6%, 73.8% and 95.4% tumor growth inhibition (TGI), respectively (1-way ANOVA between tumor volumes at the indicate time points, **p<0.01; ****p<0.0001; n=6 mice/group, **Figure 3C**). No significant impact of lucicebtide on mouse body weight was observed (**Supplementary Figure S5**). To assess the impact of lucicebtide on the TAM population in this model, we resected control and lucicebtide-treated (25 mg/kg, 3 times weekly) tumors after 16 days of treatment and analyzed TAM content and polarization by flow cytometry. On day 16, lucicebtide induced a 41% reduction in tumor volume compared to control (*p<0.05, Student t-test n=6/group; **Figure 3D**). While the proportion of CD45+ cells (as fraction of single cells) and total TAM (as fraction of CD45+) were not significantly impacted, lucicebtide induced a 5.5-fold increase in M1/M2 ratio compared to control (*p<0.05, Student t-test, n=6/group; **Figures 3E-H**). This data indicates that lucicebtide promotes repolarization of immunosuppressive TAMs toward immune-active M1 program and an enrichment in M1 macrophages *in vivo*.

### Macrophage infiltration correlates with high *C/EBPβ* transcript levels

To investigate the relationship between *C/EBPβ* and macrophage infiltration in additional cancer types, RNAseq profiles of ovarian cancers and GBMs from the TCGA repository were scored for *C/EBPβ* transcript level and stratified into the top 25% and lower 75%. The presence of macrophage, M1 and M2 infiltrates were assessed using Xcell estimates by Timer 2.0 (34, 35) and tumors were classified as high or low macrophage infiltration based on median values. The association between C/EBPβ transcript expression and macrophage infiltration was assessed by Fisher T-test (**Supplementary Table S6**, **Supplementary Figure S6**). Ovarian tumors that were within the Top25 for C/EBPβ transcript were significantly enriched with all macrophage signatures. Top25 GBMs were enriched for total macrophage and M1 signature (**Supplementary Figures S6B, C**). These results suggest that C/EBPβ expression is positively correlated with macrophage infiltration in human tumors. Better characterized M1 and M2 signatures may be needed to appreciate the specific impact of C/EBPβ expression on these populations.

### Lucicebtide enhances anti-tumor activity of anti-PD-1 therapy

To investigate the impact of lucicebtide repolarization of macrophages on anti-tumor responses, studies were performed in combination with ICI therapy in the 4T1 TNBC model. Mice bearing orthotopic mammary 4T1 tumors were treated with vehicle, anti-mouse-PD-1 (12.5 mg/kg, once weekly), lucicebtide (25 mg/kg, 3x/week) or administered both drugs in combination (**Figure 4A**). On day 42, single-agent lucicebtide induced a 64.2% TGI (p<0.0001 *vs*. control) and anti-PD-1 induced a 20.3% TGI (p=0.0365 *vs*. control), consistent with literature indicating poor anti-PD-1 responses in the 4T1 model (33). The combination cohort showed a 70.0% TGI, significantly greater than the anti-PD-1 response (p<0.0001 *vs*. anti-PD-1), however only modestly improved from lucicebtide alone (p=0.5466 *vs*. lucicebtide). To assess the impact of the immune-modulatory activity of lucicebtide without engaging its direct anti-tumor activity, mice bearing orthotopic 4T1 tumors were treated with subpharmacologic lucicebtide (10 mg/kg, 3x/week), anti-mouse-PD-1 (12.5 mg/kg, once weekly) or both drugs in combination (**Figure 4B**). In this setting, partial responses were observed on day 25 in the single agent arms (anti-PD-1: 48.1% TGI, p=0.0025 *vs*. control; lucicebtide: 42.5% TGI, p=0.006 *vs*. control) while the combination cohort displayed a greater suppression of tumor growth (85.8% TGI, p<0.0001 *vs*. control,1-way ANOVA). In this subpharmacologic lucicebtide setting, the combination treatment displayed significantly enhanced activity compared to either single agent alone (p=0.0142 *vs*. anti-PD-1; p=0.0061 *vs*. lucicebtide; 1-way ANOVA, **Figure 4B**). In the syngeneic CT26 CRC model in immuno-competent Balb/c mice, lucicebtide (25 or 50 mg/kg) resulted in 49.3% and 66.7% TGI (1-way ANOVA of *p<0.05 and **p<0.01; n=5 mice/group; **Supplementary Figure S7A**). Similar to the 4T1 model, subpharmacologic lucicebtide administered in combination with anti-PD-1 in the CT-26 model resulted in enhanced combination efficacy (**Supplementary Figure S7B**). Overall, these results support the potential clinical relevance of lucicebtide in combination with anti-PD-1 therapy.

**Figure 4:**
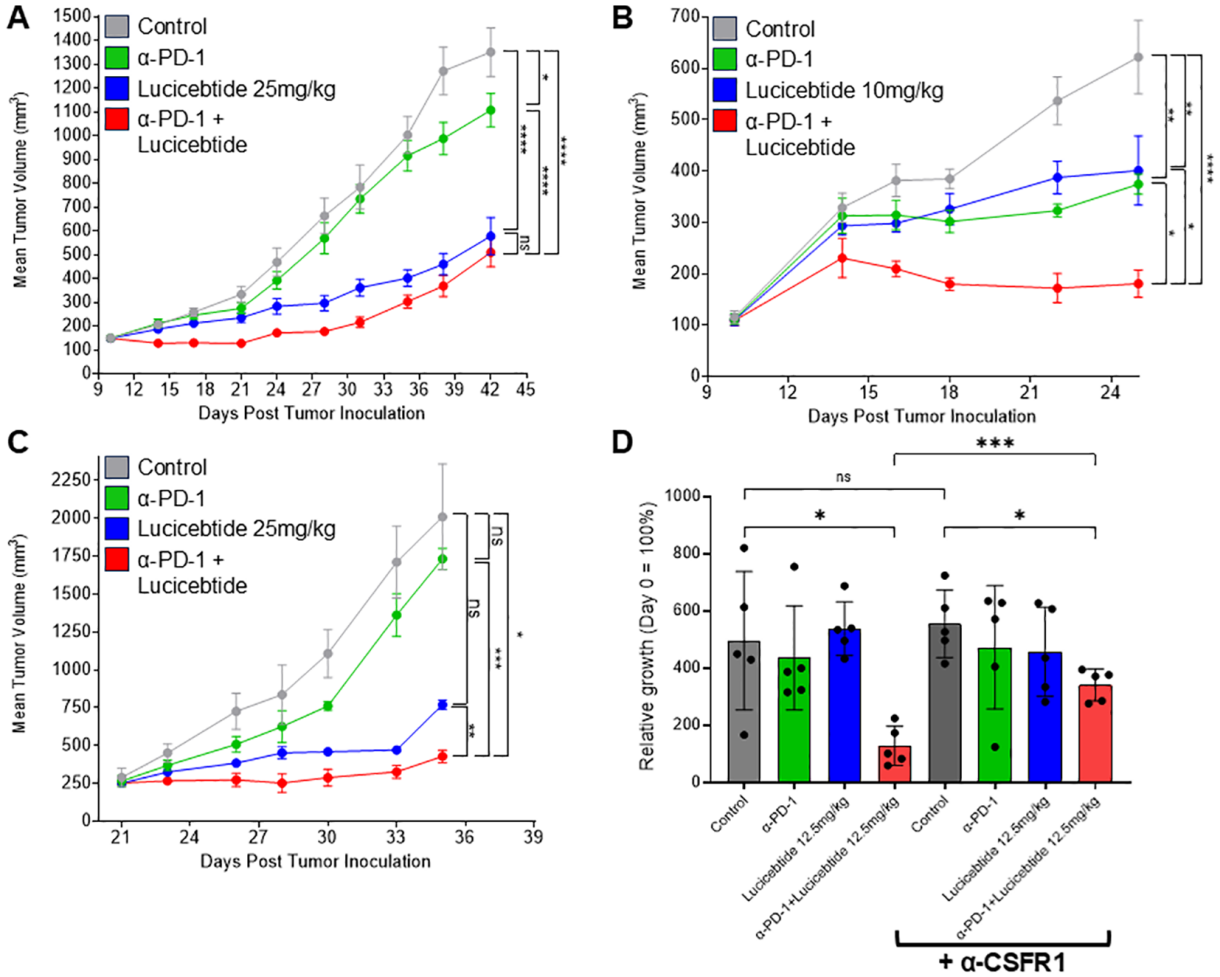
Lucicebtide enhances anti-tumor activity of anti-PD-1. **(A)** Tumor volumes of mice transplanted with 4T1 cells and treated with vehicle (gray) or with the indicated treatment (lucicebtide, 25 mg/kg, blue; anti-PD-1, green; combination, red). Statistics indicate 1-way ANOVA (****,p<0.001;*,p<0.05; ns, not significant; n=10/group) for volumes at Day 42. **(B)** Tumor volumes of mice transplanted with 4T1 cells and treated with vehicle (gray) or with the indicated treatment (subpharmacologic lucicebtide, 10mg/kg, blue; anti-PD-1, green; combination, red). Statistics indicate 1-way ANOVA (****,p<0.001; **,p<0.01; *,p<0.05; n=7/group) for volumes at Day 25. **(C)** Tumor volumes of mice transplanted with anti-PD-1 resistant 4T1R cells and treated with vehicle (gray) or with the indicated treatment (lucicebtide, 25 mg/kg, blue; anti-PD-1, green; combination, red). Statistics indicate 1-way ANOVA (***,p<0.001; **,p<0.01; *,p<0.05; ns, not significant; n=3/group) for volumes at Day 35. **(D)** Relative growth rates for 4T1R tumors with the indicated treatments (n=5/group): vehicle, dark gray; anti-PD-1, green; 12.5 mg/kg lucicebtide, blue; anti-PD-1 and lucicebtide combination, red; α-CSFR1 bracket indicates supplementation with anti-CSFR1 antibody in addition to the indicated treatment. Statistics indicate 1-way ANOVA (***,p<0.001; *,p<0.05; ns, not significant) for relative growth rate at Day 19.

### Lucicebtide overcomes resistance to anti-PD-1 therapy

We next sought to define lucicebtide activity in tumors that do not respond to anti-PD-1 therapy. Since partial responses are observed in parental 4T1 tumors (**Figure 4B**), we derived a refractory line by secondary-transplanting a 4T1 tumor that did not respond to anti-PD-1 treatment (4T1R). Consistent with these cells displaying resistance to anti-PD1, 4T1R tumors do not display a statistically significant response to anti-PD-1 treatment (13.8% TGI, p=n.s. *vs*. control, **Figure 4C**). On the contrary, 25 mg/kg lucicebtide potently suppressed 4T1R tumors (61.7% TGI, p=0.07 *vs*. control). The combination of anti-PD-1 and lucicebtide resulted in a 78.7% TGI compared to vehicle-only control (p<0.05 *vs* control). Importantly, the combination significantly suppressed tumor growth when compared to single-agent responses (*vs*. lucicebtide alone; 44.3% TGI, p<0.01; *vs*. anti-PD-1 alone: 75.3% TGI, p<0.001, **Figure 4C**), indicating that combination with lucicebtide can overcome resistance to anti-PD-1 therapy.

### Macrophages are an integral component of Lucicebtide and anti-PD-1 combination activity

To demonstrate the relevance of lucicebtide’s impact on TAMs on the overall tumor response, a cohort of Balb/c mice bearing 4T1R orthotopic tumors were treated with anti-CSFR-1 antibody to deplete their macrophage population while a second cohort did not receive anti-CSFR-1 antibody and were utilized as controls. Mice were then administered vehicle control, subpharmacologic lucicebtide (12.5 mg/kg 3x/week), anti-PD-1 or anti-PD-1/lucicebtide combination as in previous experiments. Macrophage depletion was confirmed by flow cytometry as indicated by detection of reduced CD11b+ cells in each anti-CSFR-1 treatment cohort compared to the corresponding control (**Supplementary Figure S8**). Anti-CSFR1 alone did not substantially impact tumor growth in control animals (**Figure 4D**, p=0.643; see **Supplementary Figure S9** for tumor response curves) nor did anti-PD1 or subpharmacologic lucicebtide monotherapy. While combination lucicebtide and anti-PD-1 resulted in 74.2% TGI, administration of anti-CSFR1 treatment reduced the TGI in the combination group to 38.7% (**Figure 4D**, p<0.001), or a 52% reduction in response. These data support that the impact of lucicebtide on macrophages is a critical component of its anti-tumor responses.

## Discussion

Immunosuppressive TAMs are amongst the most prevalent innate immune cells within the tumor immune microenvironment and impact CTL activity both directly, via expression of checkpoint molecules and inhibitory cytokines that limit the activity of tumor infiltrating lymphocytes (TILs), or indirectly by recruiting Treg and inhibitory dendritic cells to the tumor. Due to these pro-tumorigenic properties, TAMs have become a target of immune oncology efforts (9). Interventions that inhibit TAM recruitment and/or deplete TAMs by targeting immune-modulatory receptors and ligand interactions, such as the colony-stimulating factor 1 (CSF1)/colony-stimulating factor 1 receptor (CSF1R) (36), CCL2 (monocyte chemoattractant protein‐1 (MCP‐1)/CCR2 axis (37), and the CXCL12/CXCR4 signaling axis (38), have shown encouraging, yet limited results. The discovery of genetic programs that control macrophage differentiation suggests that targeting macrophage polarization may offer a superior therapeutic approach (12), by enhancing proinflammatory M1 macrophage within the TME while selectively reprogramming immunosuppressive TAMs. Inhibition of PI3K-γ was introduced as a strategy to enable polarization of TAMs to a pro-inflammatory state and sensitize tumors to ICI therapy (39), however, PI3K-γ inhibitors have been shown to display opposite effects on macrophage polarization depending on the *in vivo* context (40), complicating their clinical utility. Further, dose-limiting toxicity and emerging resistance have limited the application of PI3K-γ inhibitors to date (41). Our data suggests that targeting signaling events downstream of PI3K-γ at the level of C/EBPβ enables specific inhibition of M2 macrophage polarization without toxicity.

Importantly, while a role for C/EBPβ in establishing an immunosuppressive M2 macrophage program has been shown (42), the role of C/EBPβ in maintenance of this phenotype is not understood. Our data identifying the plasticity of these programs and the ability of lucicebtide to antagonize C/EBPβ-driven gene expression demonstrates the potential of lucicebtide to reprogram macrophage populations toward an immune-active phenotype. Shifting the balance from immunosuppressive M2 macrophages to proinflammatory M1 macrophages represents a potential broad-application method to enhance the activity of existing immunotherapies such as ICIs. In our experiments, lucicebtide potently increased the M1/M2 macrophage ratio ex vivo, enabling CTL activation to levels observed by coincubation with proinflammatory macrophages. Surprisingly, lucicebtide further increased T cell activity in the presence of M1 cells, indicating that proinflammatory macrophages have the capacity to demonstrate enhanced immunostimulatory activity. Little is currently understood about increasing the proinflammatory potential of M1 macrophages in the clinic. We anticipate these findings to be especially relevant in tumors that are typically thought of as good candidates for ICI therapy due to high expression of PD-L1, yet yield poor responses to anti-PD-1 antibodies (43). Examples include tumors such as head and neck squamous cell carcinoma (HNSCC), metastatic melanoma and GBM (44). Specifically in the case of GBM, spatial transcriptomics identified CEBPB expression as a marker of M2-like macrophages, suggesting that antagonism of C/EBPβ would have a significant impact on the TME in this setting (45). Further supporting utility of lucicebtide for the treatment of GBM, our data suggests that lucicebtide regulates the expression of M2 markers in human microglia and increases the M1/M2 ratio in human GBM (unpublished results).

In summary, our study indicates that lucicebtide exposure promotes the loss of immune-suppressive M2 macrophages, with a concomitant increase in proinflammatory M1 macrophages. Macrophage polarization was shown to be a plastic event, as cells committed to the M2 program remained susceptible to lucicebtide-mediated repolarization. Macrophage polarization toward the M1 phenotype was demonstrated *in vivo* in an anti-PD-1-refractory syngeneic tumor model characterized by high TAM content, resulting in robust anti-tumor responses and enhanced anti-tumor responses in combination with anti-PD-1 checkpoint inhibition. Subsequent experiments in mice where macrophages were pharmacologically depleted confirmed the role of macrophage polarization in lucicebtide-mediated anti-tumor responses *in vivo*. Importantly, the impact of lucicebtide on macrophage polarization is likely to act in concert with its direct cytotoxicity in C/EBPβ-driven cancers and raises the potential that the target patient population for lucicebtide therapy may extend beyond only cancer types driven by C/EBPβ. These data support evaluation of lucicebtide-mediated antagonism of C/EBPβ in the clinical setting as an immune-modulatory agent to enhance the anti-tumor activity of immunotherapies such as checkpoint inhibitors.

## Data Availability

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding author. RNA-seq profiles of hPBMCs-derived M2-type macrophages treated with Lucicebtide are available as Geo Dataset series GSE288861.

How the deposited data were processed for this re-analysis (not part of the article)

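RNA sequencing of human M2 macrophage cultures derived from blood mononuclear cells was analysed in 6 libraries, 3 from untreated cultures and 3 from cultures exposed to 10 µM lucicebtide and collected on day 10. Conditions were taken from the sample labels, and each of the 6 columns of the deposited table was matched to its label. The authors deposited raw read counts per gene. They selected polyadenylated RNA and made directional libraries. The paper's text does not name the aligner or the counting program and refers to an earlier publication for the libraries. The values are whole numbers with different totals per library, between 16452494 and 22741628. The gene identifiers were matched to an annotation of GRCh38, which gave positions, gene types and exon lengths.

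The main comparison used R 4.3.3 and edgeR 4.0.16. Mitochondrial (37) and immunoglobulin (414) genes were removed, filterByExpr by condition kept 14609 of 58735 genes, TMM factors were computed, and a model with condition as its only term was fitted with glmQLFit (robust) and tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Differentially expressed genes were counted at an absolute log2 fold change over 1.5 and at 1.5-fold. Means and standard deviations are of TMM-normalized CPM. A gene was taken as at the floor when each library of a condition had 3 counts or fewer, and its fold change is then given as a bound. Such floors cover counting error only. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic, so they include variation between cultures.

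TPM values were computed from the counts and exon lengths. Genes with an SD over 1.5 of log2(TPM + 1) after the filter of the paper's methods (at least 2 TPM in at least 3 libraries) were used for average-linkage clustering on 1 minus the Pearson correlation. Gene lists were tested with camera in limma 3.58.1, at an inter-gene correlation of 0.01. The 18 lists were chemokines and receptors, cytokines and receptors, NF-kB targets, sterol biosynthesis, genes with a C/EBPβ motif (Supplementary Table S2), M1 markers, M2 markers, lysosome and TFEB/MITF targets, vacuolar ATPase, proliferation, megakaryocytes and platelets, T and NK cells, B cells, dendritic cells, neutrophils, immediate early genes, the integrated stress response and other C/EBP genes. Except for the list of Supplementary Table S2, they were written by hand or as rules on gene symbols.

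The comparisons, lists, thresholds and alternatives were set before the data were examined, except where the text says that a choice was made after the values were seen. Named genes are those the paper names for this experiment, a list of macrophage and immune checkpoint genes that holds those of the proteins it stains in human cells, its drug target, the 5 genes with the largest log2 fold change in each direction among differentially expressed genes whose libraries do not overlap and that have at least 50 counts in each library of the higher condition, members of the fixed lists, and genes of Supplementary Table S3 whose direction or call differed. Which members of the fixed lists are named was decided after their values were seen.

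The code was tested on simulated counts with known changes. Of 193 changed genes tested, 174 (90.2%) were called, each in the simulated direction, and 117 of 121 genes changed at least 4-fold were called. Of 14095 unchanged genes, 13 were called. The simulation changed 200 genes and a list of 40 more and drew each gene independently, whereas 4726 genes were called in the data. It therefore does not show how the code performs with so many changed genes or with correlated genes.

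The alternatives were RLE factors, upper-quartile factors and library size alone in place of TMM, no filter, the TPM filter and at least 10 counts in every library in place of filterByExpr, the removed genes kept, the replicate number as a block, each library left out in turn, DESeq2 1.42.0 with its size factors, glmTreat, limma-trend on log2(CPM + 1), per-gene two-sample tests of log2(TPM + 1), and protein-coding genes alone. For the clustering they were another unit, pseudocount, filter and SD threshold. For the lists they were fry, an estimated correlation, a signal-to-noise statistic with 10000 random gene sets, the lists without the genes of Supplementary Table S4 and genes with at least 100 counts on average. DESeq2 was not run for the lists. Other splits of the 6 libraries into groups of 3 were also tested. No library was left out of the main comparison. Sequence reads were not examined, and gene set enrichment with the MSigDB collection was not repeated, since its sets were not at hand.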

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

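The results here concern genes and gene lists that the paper does not discuss for these libraries. The tests of the scaling of the libraries and of the share of cell types were chosen only after the results had been seen. The scalings tried were RLE factors, upper-quartile factors and library size alone. All are computed from the counts, and the lowest median of all genes under them was -0.058. A larger change in total RNA was therefore not tested. The tests against other splits of the libraries and against random lists matched on GC content, gene length and expression level were chosen beforehand.

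The 50 tested genes of lysosome and TFEB/MITF targets had a median log2 fold change of 0.33 with lucicebtide (42 higher and 8 lower, camera adjusted p = 4.9e-17). Adjusted over the list alone, 34 were higher and 2 lower at an edgeR adjusted p-value under 0.05, against 33 and 0 over all genes. Supplementary Table S4 holds 4 of them, and the paper's reported false discovery rate q-value in Supplementary Table S5 is 0.0964 for the KEGG lysosome set. CTSK rose from 55.2 ± 1.15 to 386 ± 28.6 CPM (SD, n = 3 in each condition), and TFEB itself had a log2 fold change of 1.62 (edgeR adjusted p = 7.0e-14). The abundant transcripts GPNMB and PSAP had log2 fold changes of 1.87 and 0.90, and CTSS rose from 1901 ± 39.4 to 4527 ± 98.7 CPM. Of the vacuolar ATPase list, which shares 9 genes with the lysosome list, 20 genes had a median of 0.22 (16 higher and 4 lower, camera adjusted p = 0.0036), with 10 higher and 1 lower adjusted over the list alone, and 10 and 0 over all genes. ATP6V0A1 had a log2 fold change of 1.02, and 1 gene of this list is in Supplementary Table S4.

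GC content, gene length and expression level are argued against as the cause for both lists: the medians of 10000 random lists matched on them had an upper limit (of their central 95%) of 0.109 for the lysosome list and 0.143 for the vacuolar ATPase list, both under the observed medians. The scalings tried are also argued against, since the lowest medians over them were 0.270 and 0.156. Both calls held, which adds little, because camera compares a list with the other genes and a scaling moves both alike. A larger share of macrophages lowers the markers of each other cell type, and those medians went both ways. They were 1.17 for T and NK cells and 1.11 for B cells. They were -1.83 for megakaryocytes and platelets and -1.93 for dendritic cells. A change within macrophages could also move such genes, so a larger share of macrophages remains open for both lists. In the 10 splits of the 6 libraries into groups of 3, the split by condition gave the largest absolute median for each list, 1 of 10, which is the smallest share this design allows. For the vacuolar ATPase list the call was lost when the correlation between genes was estimated. A response of the macrophages to lucicebtide remains a candidate explanation, and these data hold no test of its mechanism.

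The 25 tested genes of T and NK cells had a median log2 fold change of 1.17 (22 higher and 3 lower, camera adjusted p = 9.2e-04). Adjusted over the list alone, 20 were higher and 2 lower, against 16 and 2 over all genes, and 2 are in Supplementary Table S4. CD3E rose from 4.63 ± 2.52 to 11.9 ± 3.50 CPM, CD2 from 1.95 ± 1.08 to 7.00 ± 2.45 and CD8A from 8.64 ± 3.38 to 19.6 ± 5.61 (SD, n = 3 in each condition). The most abundant members, CD4 and IL32, fell by 0.30 and 0.83 on the log2 scale. Without untreated replicate 1, CD3E, CD8A and LCK lost their calls (edgeR adjusted p = 0.073, 0.14 and 0.058, over their alternatives up to 0.11, 0.14 and 0.058). Without untreated replicate 3 or lucicebtide replicate 3, CD3E had adjusted p-values of 0.11 and 0.060, and without lucicebtide replicate 2 that of CD8A was 0.076. With library size alone CD8A had no call either (1.11, adjusted p = 0.053). The call of the list itself held with each library left out and was lost with the correlation between genes estimated (adjusted p = 0.39) and with genes of at least 100 counts on average (adjusted p = 0.15), over alternatives from 1.8e-06 to 0.39.

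For the T and NK cell list, the upper limit of the matched random lists was 0.280, which argues against GC content, gene length and expression level, and the lowest median over the scalings was 1.11. A smaller share of macrophages raises the markers of each other cell type alike, whereas the T and NK median exceeded that of the megakaryocyte and platelet list by 3.00. A change within macrophages could also move the megakaryocyte and platelet genes, so a smaller share of macrophages remains open. More RNA of T and NK cells cannot be told apart from a change within macrophages. That 22 members were higher follows largely from the median, so it excludes neither. CD4 had 735 ± 57.3 CPM untreated, where a small rise in other cells would be hidden, and the decrease of IL32, from 30.3 ± 4.75 to 17.1 ± 2.30 CPM, goes against this explanation for that gene. The paper states that the cells were sorted for CD68, and the data give no measure of how many other cells remained. The split by condition was 1 of 10 splits with a median as large.

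The 12 tested B cell genes had a median log2 fold change of 1.11 (9 higher and 3 lower, camera adjusted p = 0.032), with 8 higher and 1 lower adjusted over the list alone, and 7 and 1 over all genes. MS4A1 rose from 7.31 ± 2.56 to 25.2 ± 5.55 CPM and CD22 from 36.5 ± 3.53 to 80.1 ± 7.66 (SD, n = 3 in each condition), and 2 genes of the list are in Supplementary Table S4. The call was lost without untreated replicate 1 (median 1.03), untreated replicate 3 (0.89) or lucicebtide replicate 1 (0.91). The matched random lists had an upper limit of 0.326 and the lowest median over the scalings was 1.05. Neither the matched properties nor the scalings tried account for the increase. More RNA of B-lineage cells, plasma cells included, is argued against by the immunoglobulin transcripts, which went from 502 ± 131 to 109 ± 24.3 CPM (log2 ratio -2.20). More RNA of B cells with fewer plasma cells, or a change within macrophages, remains open and was not tested. The split by condition was 1 of 10 splits with a median as large.

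CEBPB (ENSG00000172216), the gene of the drug's target, lies on chromosome 20 from 50190734 to 50192689. Its transcript rose from 171 ± 32.1 to 325 ± 14.1 CPM (SD, n = 3 in each condition), a log2 fold change of 0.92 (edgeR adjusted p = 3.5e-04). MSR1, a scavenger receptor gene whose murine counterpart the paper cites as a C/EBPβ-regulated M2 gene from an earlier study, rose from 105 ± 18.6 to 233 ± 11.6, a log2 fold change of 1.16 (edgeR adjusted p = 3.2e-06). The paper cites Il10 and Il13ra together with Msr1, and the human genes IL10 and IL13RA1 were lower. Their log2 fold changes were -1.13 and -0.63 (edgeR adjusted p = 0.0053 and 2.9e-07). The scalings tried are argued against for the increases of CEBPB and MSR1, with lowest values of 0.864 and 1.09 over them. The antisense gene CEBPB-AS1 covers 11.8% of the exons of CEBPB. The paper describes the drug as acting on the C/EBPβ protein, which was not measured here, so a response of transcription to the loss of the protein may be one explanation and was not tested.

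The genes with the largest increases were SLIT3 (log2 fold change 5.89), HTRA4 (4.91), CDH1 (4.50), HAMP (4.24) and MYO7B (4.13). HTRA4 rose from 5.27 ± 1.23 to 158 ± 25.1 CPM, CDH1 from 3.69 ± 1.11 to 82.99 ± 21.7 and HAMP from 2.20 ± 0.665 to 41.9 ± 6.76 (SD, n = 3 in each condition). SLIT3 and MYO7B had 2 to 6 counts in the untreated libraries, so the sizes of their changes are imprecise: with a library left out they ranged from 5.61 to 6.52 and from 3.80 to 4.62. Over the scalings tried, the lowest of the 5 values was 4.07 and each call held. Scalings with shifts this small could hardly have removed changes of this size. Genes on the other strand cover 4.65% of the exons of SLIT3 and 5.62% of those of CDH1. A response to lucicebtide, in macrophages or in other cells of the cultures, remains open.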

How the results depend on the processing

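No tests were chosen only after the result was seen in this part, except the 3 per-gene unequal-variance tests and the 2 gene filters named as such.

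The number of differentially expressed genes at an absolute log2 fold change over 1.5 (888) stayed between 889 and 1068 with RLE factors, upper-quartile factors, library size alone, no filter, the removed genes kept and DESeq2, and was 747 for protein-coding genes. It was 577 with the TPM filter, 472 with at least 10 counts in every library, 250 with glmTreat, 369 with limma-trend, and 375 and 413 with the per-gene equal-variance test adjusted over all genes or over those past the fold threshold. Fewer genes are tested under both filters, and glmTreat tests a stricter hypothesis. The cause of the other changes was not tested. The per-gene unequal-variance tests, chosen after seeing the data, gave 414 and 247 genes with the TPM filter in 2 libraries (adjusted past the fold threshold, and over all genes) and 403 with it in 3 libraries. Of the 888 genes, 862 were also called with library size alone and 835 with DESeq2. With each library left out in turn, the count went from 912 to 947. At 1.5-fold (2409 genes), it was 1335 with glmTreat and 1385 with the equal-variance test over all genes. The tests chosen after seeing the data gave 1541, 790 and 1516, and leaving out each library gave 2228 to 2373. With library size alone, the median of all genes was -0.058. More genes were lower than higher at the log2 threshold under every alternative. At 1.5-fold this held except with the TPM filter, where 48.6% were lower.

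The replicate numbers of the conditions did not mark pairs: the deviations from the condition means of libraries with the same number correlated at 0.018, -0.0018 and 0.056. With the replicate number as a replicate block, 900 genes were differentially expressed at the log2 threshold and 2441 at 1.5-fold. IKBKGP1, which has no call, went from -0.87 to 0.15, CD3E had no call (1.39, adjusted p = 0.056), and CD163 (-0.50, adjusted p = 0.025) and HMGCS1 (-0.21, adjusted p = 0.025) had one. Over their alternatives, the adjusted p-values of these 3 genes were up to 0.11, 0.26 and 0.42.

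The clustering count (109 genes) was 50 in CPM, 425 with a pseudocount of 0.1, 51 with filterByExpr, 244 and 38 with an SD threshold lower or higher by 0.25, 146 with no filter and 91 to 106 with a library left out. It was 50 for genes of at least 200 bases of exon and 50 for genes with at least 10 counts on average, both chosen after seeing the data. The causes were not tested beyond the number of short and low-count genes, 59 in each case.

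Among the lists, the median of the genes with a C/EBPβ motif (0.012) changed sign with library size alone (-0.047), no filter (-0.046) and at least 10 counts in every library (-0.00149), and ranged from -0.0056, without lucicebtide replicate 2, to 0.014 with a library left out. That of the integrated stress response (-0.082) changed sign with no filter (0.030), genes of at least 100 counts (0.036) and the signal-to-noise statistic (a mean of 0.28, which is not on the log2 scale), and ranged from -0.10 to 0.0088, the last without lucicebtide replicate 2. Neither list had a call under any alternative. With the correlation estimated for each list, the medians are the same by construction and 9 lists lost their calls, with adjusted p-values between 0.060 and 0.42: NF-kB targets (-0.53), sterol biosynthesis (0.31), M1 markers (-0.53), vacuolar ATPase (0.22), proliferation (-1.45), megakaryocytes and platelets (-1.83), T and NK cells (1.17), B cells (1.11) and immediate early genes (-0.59). With fry, no list lost its call, and neutrophils (-0.68) and other C/EBP genes (0.15) gained one. Neutrophils also gained one with at least 10 counts in every library (-1.10), and their median was -0.12 without untreated replicate 1. Other C/EBP genes had 0.066 without lucicebtide replicate 3. Without the genes of Supplementary Table S4, chemokines (-0.34), cytokines (-0.087), megakaryocytes and platelets (-1.08) and immediate early genes (-0.30) lost their calls. Those genes were selected for their change in these libraries, so the medians shrink by construction and this alternative does not test the calls. B cells lost their call with the signal-to-noise statistic (a mean of 0.95, on its own scale) and with at least 100 counts (1.13), as T and NK cells did (1.17), and B cells went from 0.89 to 1.19 with a library left out. The cause was not tested. The M2 marker, dendritic cell and lysosome lists kept direction and call under each alternative.

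Among named genes, IKBKGP1 ranged from -1.64 to 2.06 and MIR5587 from -0.31 to 0.86 with a library left out. TNF, which has no call (-0.089), changed sign without untreated replicate 3 (0.060), lucicebtide replicate 1 (0.098) or lucicebtide replicate 2 (0.058), and was -0.49 without lucicebtide replicate 3. Of the changes in call, 9 were losses (CD3E, CD8A, LCK and IL10) and 7 were gains (CD163 and HMGCS1), and 1179 comparisons of a named gene under an alternative kept direction and call, among genes of which the list members were chosen after their values had been seen. IL10 lost its call without untreated replicate 1 (-0.84). Depth limits the sizes of changes in genes with few counts, such as CDK1, SLIT3, MYO7B and CRLF2, and 30301 genes had no count.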

Differences from the paper's values

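The number of differentially expressed genes at an absolute log2 fold change over 1.5 was 888, against the paper's 414, with 565 lower against the paper's 248 and 323 higher against the paper's 166. Of the alternatives set before the data were examined, at least 10 counts in every library (472, with 296 lower and 176 higher), limma-trend (369, 237 and 132), the per-gene equal-variance test adjusted over all genes (375, 230 and 145) and the same test adjusted over the genes past the fold threshold (413, 248 and 165) gave values within 1.5 times the paper's for all 3 counts. The TPM filter did so for the total (577) and the lower genes (326) and not for the higher genes (251), and protein-coding genes alone did so for the higher genes (238) and not for the total (747) or the lower genes (509). RLE factors, upper-quartile factors, library size alone, no filter, the removed genes kept, the replicate block, each library left out, DESeq2 and glmTreat did not close the gap for the total. A per-gene unequal-variance test of log2(TPM + 1) with at least 2 TPM in 2 or more libraries, adjusted over the genes past the fold threshold, gave 414 genes, 248 lower and 166 higher, and it was chosen after seeing the values and after several settings had been tried. These were the 414 genes of Supplementary Table S4, and the p-values differed from the paper's by at most 5e-08. The number of tests that the table's q-values imply equals the number of genes past the fold threshold in this setting. The same test with the filter in 3 libraries gave 403, and adjusted over all genes it gave 247, both also chosen after seeing the values.

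The number of genes with an SD over 1.5 in the clustering was 109, against the paper's 45. Of the alternatives set before the data were examined, log2(CPM + 1) (50), filterByExpr (51) and an SD threshold higher by 0.25 (38) gave values within 1.5 times the paper's. A pseudocount of 0.1 (425), no filter (146), an SD threshold lower by 0.25 (244) and leaving out each library (91 to 106) did not. Restricting to genes of at least 200 bases of exon (50) or to at least 10 counts on average (50) also closed the gap, and both were chosen after seeing the values. Of the paper's 45 genes, 40 passed the TPM filter with an SD over 1.5, and the lowest SD among the 45 was 1.45.

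On the log2(TPM + 1) scale of Supplementary Table S4, the fold changes of the 20 named genes compared were the same as the paper's to its precision. Genes named only as members of the fixed lists, such as CCL23 and BCL2A1, are in that table and were not in this comparison.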

Other observations

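Fisher's exact tests on overlapping genes were chosen only after a first criterion had been seen to be out of reach, and the members of lists named here were chosen after their values had been seen. The tests against splits and matched lists were chosen beforehand.

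In the 10 splits of the 6 libraries into groups of 3, the split by condition gave the most differentially expressed genes at both thresholds (1 of 10 each), and the other 9 gave 0, with 126 to 298 genes at an unadjusted p under 0.05 against 6004 for the split by condition. Each of those 9 splits puts libraries of both conditions into each group, which widens the spread within groups. Their low counts therefore do not show how many genes would be called without a difference between conditions. For the lists of chemokines, cytokines, NF-kB targets, sterol biosynthesis, M1 markers, M2 markers, proliferation, megakaryocytes and platelets, dendritic cells, neutrophils, immediate early genes and other C/EBP genes, 1 of the 10 splits gave an absolute median as large. It was 6 of 10 splits for the genes with a C/EBPβ motif and 2 of 10 for the integrated stress response. With 3 libraries against 3 no share under 0.1 can be had, so such counts cannot exclude that libraries fell into groups by chance.

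The M2 marker list had a median log2 fold change of -1.29 over 41 genes (33 lower and 8 higher, camera adjusted p = 2.0e-44), with 32 lower and 5 higher adjusted over the list alone, and 30 and 4 over all genes. The M1 marker list had -0.53 over 27 genes (22 lower and 5 higher, camera adjusted p = 1.5e-07), with 18 lower and 1 higher adjusted over the list alone, and 17 and 1 over all genes. Supplementary Table S4 holds 22 and 8 of these genes, and 7 M2 markers and 6 M1 markers are also in the chemokine list. The cytokine list shares 12 M2 and 11 M1 markers. The NF-kB list shares 2 M2 and 13 M1 markers, so the M1 decrease is not separate from that of the NF-kB targets. The lower limit of the medians of matched random lists (of their central 95%) was -0.0778 for M2 and -0.127 for M1 markers, which argues against GC content, gene length and expression level. Of the M2 markers, MRC1 fell from 3136 ± 88.3 to 1281 ± 65.2 CPM (SD, n = 3 in each condition), and CCL18 by 0.58 on the log2 scale, while CHI3L1 and PPARG, named after their values were seen, rose by 2.86 and 1.36.

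The proliferation list had a median of -1.45 over 29 genes (25 lower, camera adjusted p = 2.6e-06; 20 lower and 0 higher both adjusted over the list alone and over all genes), with MKI67 and TOP2A at -2.67 and -3.17. The megakaryocyte and platelet list had -1.83 over 20 genes (19 lower, camera adjusted p = 8.0e-12; 17 lower and 1 higher by both adjustments), with PPBP, PF4 and ITGA2B at -1.76, -2.10 and -2.30, and 12 of its genes are in Supplementary Table S4. The dendritic cell list had -1.93 over 15 genes (15 lower, camera adjusted p = 2.9e-44; 13 lower and 0 higher by both adjustments), 11 of them in that table. The lower limits of matched random lists were -0.192, -0.143 and -0.117, which argues against GC content, gene length and expression level for all 3. Whether fewer such cells or lower transcription in macrophages underlies them was not tested.

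The 327 tested genes with a C/EBPβ motif, from the 473 of Supplementary Table S2 that the paper uses for tumours, had a median of 0.012 (166 higher and 161 lower, camera adjusted p = 0.73), at the 86.04 percentile of matched random lists, whose upper limit was 0.0286. Adjusted over the list alone, 85 were higher and 78 lower, against 81 and 74 over all genes. A median near 0 over members that go both ways decides nothing. Neutrophil genes had -0.68 (camera adjusted p = 0.16) over 10 genes, and -0.27 without the member at the floor. Immediate early genes had -0.59 (adjusted p = 2.9e-05) over 24, the integrated stress response -0.082 (adjusted p = 0.38) over 15 and other C/EBP genes 0.15 (adjusted p = 0.29) over 5. Adjusted over the list alone, the lower and higher genes were 5 and 2, 13 and 5, 5 and 6, and 2 and 2. CEBPA rose by 0.47, and genes on the other strand cover 43.4% of its exons.

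Among the genes whose products the paper measures in human macrophages, CD80 and CD200R1 had log2 fold changes of -1.94 and -1.11 in these M2 cultures, each with an edgeR adjusted p-value under 0.05. CD163 (-0.51, edgeR adjusted p = 0.10) had no call, and it was called lower with no filter (-0.51, adjusted p = 5.5e-04), with limma-trend (-0.50, adjusted p = 0.0048) and without untreated replicate 2 (-0.67, adjusted p = 1.9e-04), over alternatives from 1.9e-04 to 0.26. CD68 (0.68, edgeR adjusted p = 0.14) had no call under any alternative. Of other macrophage and immune checkpoint genes, CSF1R, CD274, PDCD1LG2, IL13RA1 and IL10 had log2 fold changes of -1.98, -1.08, -1.55, -0.63 and -1.13, each with an edgeR adjusted p-value under 0.05. IL10 lost its call without untreated replicate 1 (-0.84, adjusted p = 0.061, over alternatives from 2.8e-04 to 0.061). The transcript TIMMDC1 on the other strand covers 24.9% of the exons of CD80. Of ID2, BIRC3, CCNA2 and CDK1, Supplementary Table S4 lists BIRC3.

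CD68 had 21 to 45 counts in a library, although the paper states that the cells were sorted for CD68. The gene AC016876.2 of the same strand covers 81.7% of its exons. Among 598 protein-coding genes covered for at least 80% by genes of the same strand, 95.7% had fewer than 10 counts on average, against 43.7% of 11097 genes without overlap (Fisher's exact test, two-sided, p = 2.67e-160) and 88.9% of 36 genes covered on the other strand (p = 0.083). Reads in exons shared with a gene of the same strand left uncounted may be a candidate explanation, but it cannot be told apart from other properties of overlapped genes, because the genes covered on the other strand are few and their share was similar. The level of CD68 is not interpreted for this reason.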
